A study of Drosophila melanogaster with 6 samples.

How the data were processed

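The series measured RNA from muscle-enriched lysates of Drosophila melanogaster larvae by RNA sequencing. The labels describe 6 libraries, 3 in each of 2 groups. Both groups carried the muscle driver Mhc-Gal4, which switches on a UAS transgene in muscle. One group expressed an RNA interference construct against twinstar (tsr), the fly gene for the actin-severing protein cofilin. The other expressed a construct against mCherry, a fluorescent protein gene foreign to the fly, and served as the control knockdown. Each sample pooled 7 to 10 larvae. The labels' source and tissue fields name adult body wall muscle, whereas the growth protocol and the design text name late larvae of the third instar; the latter is followed here. Per the labels, RNA was extracted with Trizol, libraries were made with a SMARTer amplification kit, and the run was described as PE50 (a read length of 50). Reads from amplified libraries without molecular identifiers are not independent molecules.

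The authors deposited 1 table of scaled counts for the whole series, with a FlyBase gene identifier, a gene symbol and a column per sample. The unit is a signal: a read count per gene divided by 1 size factor per sample. The labels do not name the aligner, the counting program, the genome build, the annotation release or whether counting used strand. The last 4 rows of the deposited table have the names that htseq-count gives to reads outside genes (not uniquely aligned, ambiguous, no feature, not aligned); they were left out of every test. That reads aligned to several places have a row of their own affects near-identical genes, whose shared reads were not assigned to a gene. Gene overlap was taken here between whole genes on either strand, so it need not touch the reads counted. By its name, the ambiguous row holds reads over overlapping genes, so the values of overlapping genes are uncertain. Among the genes named, these include alpha-Spec, beta-Spec, Act87E, TpnC25D, Msp300, GluRIIA, GluRIID, GluRIIE, Neto, Rpn7, Rpn9, Gp93, RpL24-like and RpL22.

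Every value in a column was a whole multiple of 1 step (100% of values lay within 0.01 of a whole read), so the reads behind the deposited signal could be recovered by division. The step of knockdown replicate 1 was 0.9975, close to 1, but its values were not whole numbers. The count tests used the recovered reads of all 6 samples, that one included. The authors' size factors ran from 0.861 to 1.11. They differed by at most 2.8% from median-of-ratios size factors computed on the deposited genes, once both sets were centred. The recovered reads in genes ranged from 37138289 to 41900871 per sample. All 6 per-sample columns were matched to samples by their titles. Date-like symbols made by spreadsheet software (5 genes) were restored from a gene name table, which matched 13478 of the 13517 genes (99.7%).

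Samples were grouped by their titles, and the comparison was tsr knockdown against control knockdown. Because the deposited values are scaled, the test was limma 3.58.1 (lmFit and eBayes with a trend, R 4.3.3) on log2(value + 1), over genes with a mean of at least 10 over the 6 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. No covariate was used. Fold changes are differences of group means on the log2(value + 1) scale, where the added 1 shrinks the change of low genes. Where low control values were uneven, the change could also be larger than on the recovered reads. For CG13460 it was 10.33, against 6.53 by DESeq2. The 6 tsr values were also compared by an exact permutation test. The 8 gene lists, adjusted together, were tested two-sided against all other tested genes with limma's camera at an inter-gene correlation of 0.01. The test was checked on simulated read counts for 11720 genes, drawn from the real means and library sizes with 200 genes changed. The filter passed 11384 genes, and 133 of the 200 (66.5%) were recovered among 139 calls, of which 6 were false (4.32%). With a lower dispersion, 183 of the 200 (91.5%) were recovered among 189 calls, of which 6 were false (3.17%). The changed genes had means of at least 50 and large fold changes, and genes were drawn independently. The simulation lacks sample differences shared by many genes, so its shares need not hold for these data.

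The 8 gene lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named tsr, the 6 genes with the largest rise and the 6 with the largest fall among those with an adjusted p-value under 0.05, a mean of at least 50 and no overlap between groups, 7 genes of the neuromuscular postsynapse, and up to 3 members per list with the smallest p-values under the threshold. The alternatives were other pseudocounts (0.5 and 5), no filter or a minimum mean of 50, other scalings (TMM, upper quartile, equal totals), a fold change minimum, array quality weights, a replicate block, leaving out each sample in turn, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. Array weights were estimated gene by gene, because the default estimate did not converge. One more scaling, to the sarcomere list, was chosen after seeing the data. The replicate numbers used as a block come from the sample titles, which number the biological replicates of each group from 1 to 3 and describe no pairing.

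The build behind the table is not stated, so no coordinates are given. The Ensembl annotation of the BDGP6 assembly was used only for gene overlaps, neighbours, chromosome arms and exon lengths, matched by gene identifier. GC content was not analysed here. With 3 samples per group, the smallest two-sided exact permutation p-value is 0.1.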

Results

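RNA was profiled in muscle-enriched lysates from late larvae in which tsr (FBgn0011726), the gene for Drosophila cofilin, was knocked down in muscle, and in larvae expressing a control construct against mCherry. Each group had 3 samples. The table listed 13517 genes, of which 18 were at 0 in all 6 samples. The recovered reads in genes numbered 37957017, 37138289 and 41900871 in control replicates 1 to 3, and 40714608, 39237752 and 37375802 in knockdown replicates 1 to 3. The libraries were thus of similar depth. The number of genes above 0 was less even. It was 12035 in control replicate 1 and 12511 in control replicate 3, against 13233 in control replicate 2 and between 13166 and 13258 in the knockdown samples.

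The samples were first compared with each other over the 11720 genes with a mean scaled count of at least 10. The 3 knockdown samples correlated with one another at Pearson r from 0.959 to 0.963 across genes, which are not independent replicates, on log2(value + 1). Control replicates 1 and 3 correlated at 0.951, whereas control replicate 2 correlated with them at only 0.759 and 0.813. Control replicate 2 correlated with the knockdown samples at 0.812 to 0.85. The first principal component held 58.7% of the variance and set control replicates 1 and 3 apart from the other 4 samples. The second held 25.6% and ordered the groups, with all 3 knockdown samples above all 3 controls. No pair of samples agreed within sampling noise, the closest pair having a chi-square of 80.1 per degree of freedom. The labels give no sequencing or library batch, so no within-batch comparison could be made.

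**Figure D1:**
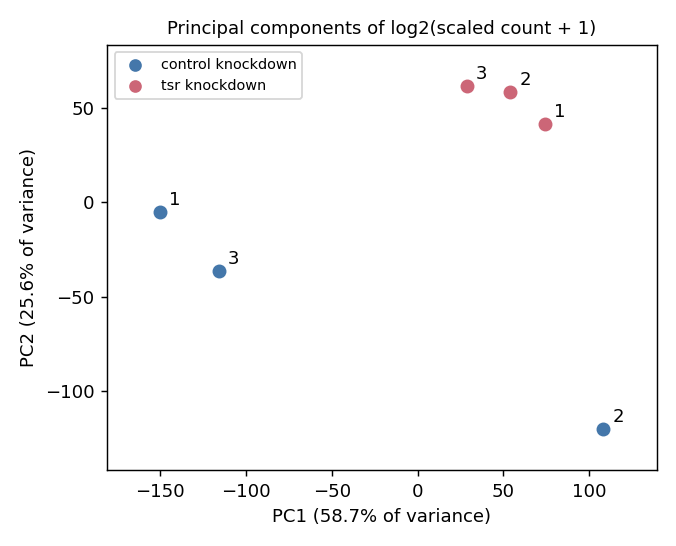
The first (x axis, 58.7% of variance) and second (y axis, 25.6%) principal components of log2(scaled count + 1) are plotted for the 6 samples, with the replicate number beside each point. Control replicate 2 lies at 108.2 on the first component, far from control replicates 1 and 3 at -149.7 and -115.7.

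The targeted gene was examined to check the labels. The scaled count of tsr was 39133, 29266 and 25816 in the control samples and 6966, 7070 and 5035 in the knockdown samples. The means were 31400 ± 6911 (SD, n = 3) and 6357 ± 1146 (SD, n = 3), so the knockdown mean was 20.2% of the control mean. The log2 fold change was -2.30 with a standard error of 0.21 (limma, adjusted p = 0.00525). The groups did not overlap, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 samples against 3 allow. Rescaling to the sarcomere list, chosen after seeing the data, moved it most, to -2.69, and the 13 alternatives on all 6 samples gave values from -2.69 to -2.12. The annotation places tsr over part of IntS1, with strand ignored. Reads falling in both genes may not have been assigned, depending on how the counting treated strand and exons.

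**Figure D2:**
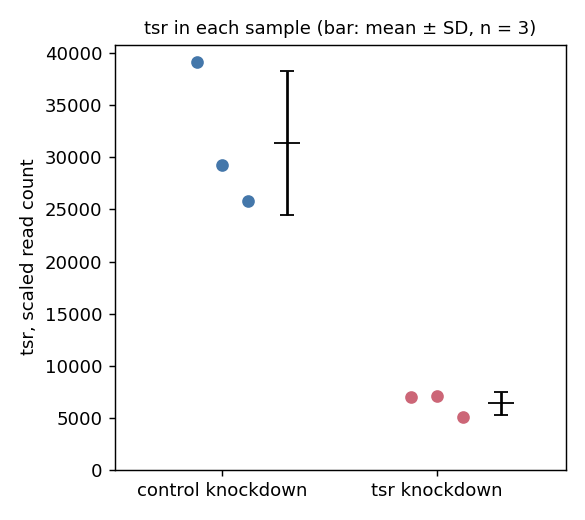
The scaled read count of tsr (y axis) is plotted for each of the 6 samples by group, with the group mean and SD (n = 3) as a bar beside the points. The 3 knockdown samples lie between 5035 and 7070, below the lowest control sample at 25816.

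The second question was which transcripts differ when cofilin is depleted from muscle. Of the 11720 genes tested, 1360 (11.6%) had an adjusted p-value under 0.05 by limma. Of these, 537 were higher and 823 were lower in the knockdown. At an unadjusted p-value under 0.05 there were 3408 genes, where 586 would be called by chance. All 1360 called genes had groups that did not overlap. Such separation occurred in 4267 genes (36.4%), against 10% given by chance. An absolute log2 fold change above 1 was reached by 817 of the called genes, 426 higher and 391 lower. The median log2 fold change of all tested genes was 0.06. The numbers and the balance of directions depended on single samples. Without control replicate 2, 2426 genes were higher and 921 lower, and without knockdown replicate 1, 41 were higher and 143 lower. The balance also depended on the scaling. Upper-quartile rescaling gave 698 higher and 640 lower genes, and rescaling to the sarcomere list, chosen after seeing the data, gave 174 higher and 900 lower. edgeR's quasi-likelihood test on the recovered reads called 380 higher and 779 lower genes, and 1118 of its 1159 calls were among the 1360. DESeq2 called 1258 higher and 1569 lower.

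**Figure D3:**
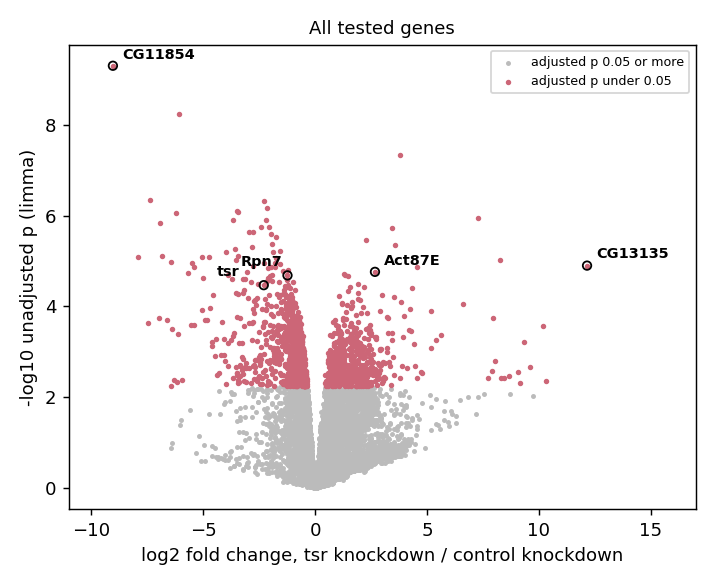
Each of the 11720 tested genes is plotted by its log2 fold change (x axis, tsr knockdown over control knockdown) and the negative log10 of its unadjusted limma p-value (y axis); coloured points have an adjusted p-value under 0.05. The 823 lower and 537 higher called genes lie on either side, with CG11854 at -9.04 and CG13135 at 12.15 among the largest changes.

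The largest falls were in genes expressed in all 3 control samples and close to 0 in the knockdown. CG11854 (FBgn0039299) fell from 24810 ± 654 to 46.3 ± 6.2 scaled counts (SD, n = 3 per group), a log2 fold change of -9.04 with a standard error of 0.13 (adjusted p = 5.88e-06). It overlaps bam in the annotation. ImpE2 (FBgn0001254) fell from 3211 ± 2537 to 10.0 ± 2.7, a log2 fold change of -7.93 (SE 0.57, adjusted p = 0.0029). The other 4 of the 6 largest falls were lncRNA:CR43828, CG6012, sxe2 and CG5756, with log2 fold changes from -7.48 to -6.93 and adjusted p-values from 0.00111 to 0.0117. lncRNA:CR43828 and sxe2 overlap the genes sick and Mhcl in the annotation.

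The 6 largest rises were less even between replicates. CG13135 (FBgn0032184) rose from 4.61 ± 5.80 to 18270 ± 11590 scaled counts (SD, n = 3 per group), a log2 fold change of 12.15 with a standard error of 0.95 (adjusted p = 0.0034). CG8087, CG14850 and CG14852 had log2 fold changes of 10.20, 9.59 and 9.32. CG13460 and CG11300 had 10.33 and 9.17, with standard errors of 2.34 and 2.12 and adjusted p-values of 0.0438 and 0.0453. Among the controls, most of the signal of these genes was in replicate 1, where CG11300 had 1408 scaled counts, CG13460 had 832, CG14850 had 215, CG14852 had 51.1 and CG8087 had 37.8. The other controls had at most 10.1 scaled counts of any of these genes. On the recovered reads, CG13460, CG11300 and CG14850 changed less. edgeR with TMM gave 6.53, 6.15 and 6.82, none under the threshold (adjusted p = 0.143, 0.159 and 0.0832). DESeq2 gave 6.53, 6.16 and 6.82 and called all 3 (adjusted p = 0.0233, 0.00864 and 0.0063). Each of the 3 kept its limma call in 2 of the 6 fits that left out one sample. CG13135, CG13460 and CG14852 overlap other annotated genes.

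Gene lists were then compared, to ask whether genes of the contractile apparatus, the actin cytoskeleton, the postsynapse, protein turnover and energy metabolism shifted together. By camera with a fixed inter-gene correlation of 0.01, all 8 lists differed from the other genes at an adjusted p-value under 0.05. This rested on the fixed correlation. When it was estimated from the data, none of the 8 did, and the adjusted p-values ranged from 0.357 to 0.529.

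The proteasome list had the most uniform change. All 31 tested subunit genes were lower in the knockdown, with log2 fold changes from -1.31 to -0.78 and a median of -1.15 (camera adjusted p = 2.7e-25). Each of the 31 had an adjusted p-value under 0.05 over all genes, as over the list alone, and in each the 2 groups did not overlap. Rpn7 (FBgn0028688) fell from 9154 ± 510 to 3885 ± 327 scaled counts (SD, n = 3 per group), a log2 fold change of -1.24 with a standard error of 0.11 (limma adjusted p = 0.00417). Rpn9 and Rpn5 both had a log2 fold change of -1.26 with adjusted p-values of 0.00465 and 0.00682. The list median stayed between -1.55 and -1.06 under the 10 alternatives on all 6 samples, and between -1.26 and -1.04 when each sample was left out in turn.

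The sarcomere list was higher in the knockdown, with a median log2 fold change of 0.68 over 30 tested genes (camera adjusted p = 3.52e-06) and 29 of 30 genes above 0. Only 4 of its genes passed the threshold singly, over all genes and over the list alone, 3 higher and 1 lower. The actin gene Act87E (FBgn0000046) rose from 60200 ± 7185 to 386300 ± 70420 scaled counts (SD, n = 3 per group), a log2 fold change of 2.67 with a standard error of 0.22 (limma adjusted p = 0.0039). Actin genes share sequence, and reads aligned to several of them were not assigned, so the split between actin genes is uncertain. The nesprin gene Msp300 and the troponin C gene TpnC25D rose by 1.01 and 0.86 (adjusted p = 0.03 and 0.0262). Of the 6 fits that each left out one sample, Msp300 kept its call in 1 and TpnC25D in 2. The sarcomere list median on the log2 scale was 16.59 in control replicate 1 and 16.44 in knockdown replicate 2, so the groups overlapped. More muscle RNA in the knockdown lysates could also raise this list, and these data cannot tell that apart from an effect of the knockdown.

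Among 36 actin regulators the median log2 fold change was -0.20 (camera adjusted p = 0.00837), and 25 of 36 genes were lower. Singly, 13 genes passed the threshold over all genes and 16 over the list alone. Of the 13, 9 were lower and 4 were higher. The capping protein gene cpb fell by 0.62 (SE 0.08, adjusted p = 0.0119) and Abp1 fell by 0.86 (SE 0.12, adjusted p = 0.0145). Vinc, the vinculin gene, rose by 1.01 (SE 0.14, adjusted p = 0.0133), and its rise was 0.62 with an adjusted p-value of 0.0673 after rescaling to the sarcomere list.

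The glutamatergic postsynapse list had a median log2 fold change of 0.20 over 30 genes (camera adjusted p = 0.0199), which became -0.20 (adjusted p = 0.393) after rescaling to the sarcomere list. That rescaling moved the median of all genes to -0.33. Without the neuroligin genes Nlg2, Nlg3 and Nlg4, a set chosen from the control values, the list median was 0.06. Singly, 7 of the 30 genes passed the threshold over all genes and 14 over the list alone. The scaffold gene dlg1 rose from 9456 ± 1297 to 16610 ± 2189 scaled counts (SD, n = 3 per group), a log2 fold change of 0.81 with a standard error of 0.15 (limma adjusted p = 0.0279). alpha-Spec and beta-Spec rose by 0.73 and 0.80 (adjusted p = 0.0232 and 0.0254). After rescaling to the sarcomere list the adjusted p-values of these 3 genes were 0.11, 0.254 and 0.202. Each of the 3 kept its call in 2 of the 6 fits that left out one sample. Of the 5 glutamate receptor subunit genes, none passed the threshold. GluRIIC had a log2 fold change of 0.79 (adjusted p = 0.0693) and GluRIIE of -0.39 (adjusted p = 0.108), and neither gene's groups overlapped. The adjusted p-value was under the threshold in 3 of 13 alternatives for GluRIIC and in 2 of 13 for GluRIIE, of which DESeq2 gave -0.39 (adjusted p = 0.0403). GluRIIA (-0.38), GluRIIB (-0.22) and GluRIID (-0.15) had overlapping groups and adjusted p-values from 0.29 to 0.667. Rescaling to the sarcomere list moved GluRIIA to -0.77 and GluRIIE to -0.79, with adjusted p-values of 0.0406 and 0.0397. Neto varied from 104 to 488 scaled counts between control replicates and did not pass the threshold (log2 fold change 1.22, limma adjusted p = 0.248). Without control replicate 1, the highest of the 3 controls, it did (1.92, adjusted p = 0.0168).

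The chaperone list was lower with a median of -0.68 over 20 genes (camera adjusted p = 0.00837), with 16 of 20 genes below 0. Its members went both ways. Hsp70Bb, one of several near-identical Hsp70 copies whose shared reads were not assigned to a gene, fell by 1.82 and Gp93 fell by 0.97 (adjusted p = 0.0262 and 0.0221). The cochaperone gene stv (starvin) rose by 1.32 (SE 0.11, adjusted p = 0.00417), from 5874 ± 454 to 14680 ± 1188 scaled counts (SD, n = 3 per group). In the cytosolic ribosome list 88 of 89 genes were above 0, with a median of 0.48 (camera adjusted p = 4.5e-14), but 4 genes passed the threshold over all genes and 0 over the list alone. The 3 with the smallest p-values were RpL24-like, RpL22 and RpL35A, at 1.07, 0.80 and 0.75. The respiratory chain list had a median of 0.34 over 74 genes (camera adjusted p = 0.000147), which became -0.06 (all genes -0.33) after rescaling to the sarcomere list, and 0 of its genes passed the threshold either way. Only 5 of the 74 genes had groups that did not overlap. In single samples this list's median was 11.76 in control replicate 1, above the knockdown samples (11.49 to 11.59), and 11.15 and 10.93 in control replicates 2 and 3. The antimicrobial peptide list had a median of 2.45 over 19 genes (camera adjusted p = 0.0302). One gene, CecC, passed (1 of 19), at 63.5 ± 31.4 against 2.90 ± 2.40 scaled counts (SD, n = 3 per group).

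**Figure D4:**
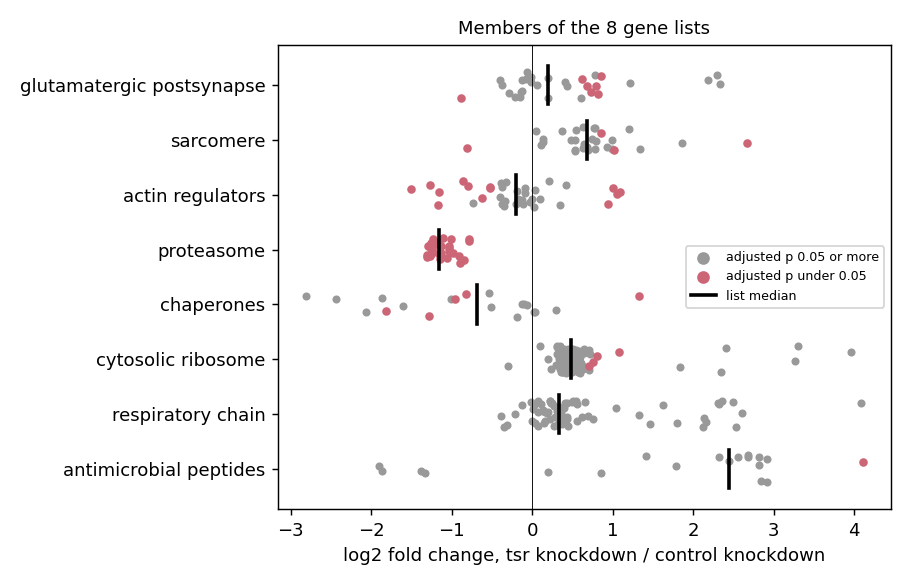
Each point is the log2 fold change (x axis, tsr knockdown over control knockdown) of 1 gene of the 8 lists (y axis); coloured points have an adjusted p-value under 0.05 over all genes and black bars are list medians. All 31 proteasome genes lie between -1.31 and -0.78, and the medians of the postsynapse and respiratory chain lists (0.20 and 0.34) fell below 0 when samples were rescaled to the sarcomere list.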

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

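The depth was similar in all 6 samples, so it limits mainly genes with few reads. The fold change of tsr kept its direction and stayed under the threshold in all 13 alternatives on 6 samples (from -2.69 to -2.12, adjusted p from 5.16e-20 to 0.0266) and in the 6 fits that each left out one replicate (from -2.43 to -2.13).

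The numbers of called genes, 537 higher and 823 lower, changed with several choices. DESeq2 on the recovered reads gave 1258 higher and 1569 lower genes, and gave 398 genes no adjusted p-value; 1359 of its 2827 calls were among the 1360. Array quality weights gave 1031 higher genes and, within 1.5 times of the original, 1140 lower. That fit leaned on knockdown replicate 1, whose weight was 7.16, against 0.323 to 1.57 for the other samples. edgeR with DESeq2 size factors gave 330 higher genes. The scaling to the sarcomere list, chosen after seeing the data, gave 174 higher genes. Requiring an absolute log2 fold change above 1 left 391 lower genes. Leaving out one replicate at a time gave from 41 to 2426 higher genes and from 143 to 921 lower genes across 6 fits. The highest number of higher genes came without control replicate 2, and 1286 of the 1360 calls were kept there. The pseudocounts, the filters, TMM, upper-quartile and equal-total scaling and edgeR with TMM kept both numbers within 1.5 times.

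With the replicate block, 24 genes were higher and 88 lower, and 111 of these 112 were among the 1360. Same-numbered samples are separate pools of larvae, and their deviations from the group means correlated at -0.46, -0.0322 and 0.192 for numbers 1 to 3, a mean of -0.0999, against 0.0465 for different numbers. The numbers were not treated as pairs. In this balanced design the block cannot move a log2 fold change or a list median, and changes only the p-values. With it, tsr at -2.30 had an adjusted p-value of 0.0266, and the 8 lists had camera adjusted p-values up to 0.0496.

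Estimating the inter-gene correlation raised the adjusted p-values of all 8 lists above the threshold (from 0.357 to 0.529) with medians that this choice cannot move: -0.20 for actin regulators, 2.45 for antimicrobial peptides, -0.68 for chaperones, 0.48 for the cytosolic ribosome, 0.20 for the postsynapse, -1.15 for the proteasome, 0.34 for the respiratory chain and 0.68 for the sarcomere. Rescaling to the sarcomere list reversed the postsynapse list to -0.195 and the respiratory chain list to -0.057, while the median of all genes moved to -0.33. It cannot test the sarcomere list itself. The antimicrobial peptide list also lost the threshold with a minimum mean of 50 (2.32) and with upper-quartile scaling (2.49). Leaving out one replicate gave medians from 1.24 to 3.33 for antimicrobial peptides, from -0.74 to -0.44 for chaperones and from 0.14 to 0.24 for the postsynapse, each with an adjusted p-value above 0.05 in at least 1 fit. The other 5 lists stayed under it in all 6 of those fits.

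Among the named genes other than tsr, 432 of the results under alternatives on 6 samples kept their direction and side of the threshold, 42 became weaker and 6 stronger. Of those that left out one replicate, 148 were kept, 72 became weaker, 1 became stronger and 1 reversed: GluRIIB was 0.034 without knockdown replicate 2. The calls of Act87E, stv, Rpn5, Rpn7, Rpn9, CG11854, CG13135, CG5756, CG6012 and ImpE2 were kept in all 6 of those fits, and those of RpL22 and RpL35A in 0. For every change given here, the cause was not tested.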

Other observations

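The tests below on roX1, on the neuronal list, on the proteasome in single samples, on actin reads and on the depth of CG11854 and CG42500 were chosen only after the result was seen.

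Other splits of the 6 samples were compared with the real one. Of the 10 splits into 3 and 3, 4 part all 3 same-numbered pairs as the real one does, and the other 6 part 1 pair. With 4 splits no share under 0.05 is possible. For the genes higher and for the genes lower in the knockdown, 1 of the 4 splits, the real one, gave as many. No other split of the 10 gave more than 2 called genes, although 1 gave 1511 at an unadjusted p-value under 0.05. Camera p-values were less specific. For the postsynapse, cytosolic ribosome and respiratory chain lists 2 of the 4 splits gave a p-value as small, and for antimicrobial peptides all 4 did. For the sarcomere, actin regulator, proteasome and chaperone lists only 1 of the 4, the real one, did. Over all 10 splits, the real one counted, the number with a p-value as small was 1 for the proteasome and actin regulators, 2 for the sarcomere, 3 for the ribosome, 4 for chaperones, 5 for the respiratory chain, 6 for the postsynapse and 7 for antimicrobial peptides.

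The uneven number of genes at 0 in the controls (1482 in replicate 1, 284 in replicate 2 and 1006 in replicate 3, against 259 to 351 in the knockdown samples) was followed up. Depth was not the reason: after thinning to the smallest library, the other 4 samples had at most 352 genes at 0. A list of testis genes, written after the numbers of genes at 0 were known but before its values were seen, had at most 3 reads in 66.7% of its genes in control replicate 1 and 51.9% in control replicate 3, against 0% in control replicate 2 and 3.7% to 18.5% in the knockdown samples. An absence of males was not borne out, since roX1, an RNA made in males, was in control replicate 1 at 96.6% of its level in control replicate 2. A candidate explanation is that testes stayed in some lysates and not in others. The design gives no biological explanation for a difference among the controls, and none other than these was tested.

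Leftover testis may bear on the 2426 genes called higher without control replicate 2, which was not tested. The controls then left, replicates 1 and 3, had testis list medians of 1.69 and 2.46, against 5.12 to 7.06 in the knockdown samples. It may bear on the ribosome and respiratory chain lists too. In these lists, 6 ribosome genes and 15 respiratory genes were lower by more than 1 log2 unit in both control replicates 1 and 3 than in control replicate 2, and had median log2 fold changes of 2.83 and 2.16. Without them the camera p-values were 1.27e-14 and 0.000224, and the medians 0.47 and 0.28, so these genes alone did not make the lists differ.

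Lists of other tissues were also compared by camera, adjusted over all the tissue and stage lists. Gut proteases had a median log2 fold change of 3.14 (adjusted p = 0.019). Their list median was 3, 7.66 and 6.72 in knockdown replicates 1 to 3, against 2.13 to 3.31 in the controls. Cuticle genes had a median of -0.995, with 49 lower and 20 higher (adjusted p = 0.000381). Fat body, salivary gland and hemocyte markers did not pass (adjusted p from 0.737 to 0.931). Neuronal genes were higher in every knockdown sample. The list median of 12 genes was 9.43, 7.63 and 9.36 on the log2 scale in control replicates 1 to 3 and 10.68, 11.01 and 10.46 in the knockdown samples. Its range over the controls was 1.8, against 0.4 for the sarcomere list. This is consistent with differing amounts of nervous tissue in the lysates, and an effect of muscle knockdown on neurons cannot be told apart from it. It touches the postsynapse list. Nlg2, Nlg3 and Nlg4 had log2 fold changes from 2.18 to 2.33, but none passed the threshold (limma adjusted p from 0.058 to 0.0738). These genes were also lower in control replicate 2 than in both other controls. Without these 3 genes the list had a median of 0.06 and a camera p-value of 0.0741. Low control values are part of these genes' own fold changes, so leaving them out had to weaken the list and is no evidence for nervous tissue. Rescaling to the sarcomere list gave a median of -0.195, but it moved all genes alike, from a median of 0.06 to -0.33, and the list stayed above that median. It therefore cannot tell whether more muscle RNA in the knockdown lysates raised the list. Neither explanation was settled for that list, while dlg1, at 8679.5 scaled counts in control replicate 2 and 8736 in control replicate 3, did not show the difference between those controls that the neuronal list had.

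Control replicate 2 also stood apart in single genes, picked after their values were seen. It had 276100 scaled counts of ple, 99627 of e, 10218 of Eip78C and 4142 of Eig71Ea, where no other sample exceeded 1323, 81.2, 109 and 6.67. Of 24 tested genes of an ecdysone response list, 19 were lower in the knockdown and 5 were higher. Among the 8 called by limma, 6 were lower and 2 were higher. ImpL2 fell by 2.15, br fell by 1.52 and EcR fell by 1.04 on the log2 scale (limma adjusted p from 0.00469 to 0.0201), whereas Cyp18a1 rose by 2.28 (limma adjusted p = 0.00193). The list was written after ImpE2, sro and Cyp18a1 had been seen among the top genes. Without those 3, 17 of its 21 genes were lower, with a median of -1.02 and a camera p-value of 0.00147. One hypothesis is that the knockdown larvae were collected at an earlier developmental point than the controls, either by timing or because the knockdown delays development. These data cannot separate such a stage difference from another effect of the knockdown.

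The fall of the proteasome genes is the most regular pattern among the 8 lists. Rescaling to the sarcomere list gave a median of -1.546, but that scaling lowers every gene and so cannot exclude unequal amounts of muscle RNA. Single samples went against that explanation. Knockdown replicate 2 had a lower sarcomere list median (16.44) than control replicate 1 (16.59), yet the difference in the proteasome list median, knockdown minus control, was -1.12. A stage difference could contribute. Control replicate 2, the sample with high ple and e, differed from another control by at most 0.13 in the list median, much less than the groups did, but 1 sample that also differs in tissue cannot settle this. A biological effect of losing cofilin on proteasome transcripts therefore remains a hypothesis that cannot be told apart from stage.

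Some genes changed as if switched between the groups, with a spread in each group that was small beside the difference between groups. CG42500 had 340000 ± 23700 scaled counts in the controls and 5080 ± 474 in the knockdown, lmd had 10.2 ± 5.6 and 1600 ± 127, and axed had 513 ± 51.7 and 7170 ± 430 (SD, n = 3 per group; genes chosen after their values were seen). Low depth was excluded for CG11854 and CG42500, whose lowest read number in a knockdown sample was 40. Their evenness in controls that otherwise differ widely could come from a difference between fly stocks. It does not single out stocks. The ecdysone response gene sro was also even, at 1490 ± 55.9 in the controls and 117 ± 24.5 in the knockdown (SD, n = 3 per group). Among the called genes, 149 had an absolute log2 fold change above 3. Their spread over chromosome arms differed from that of random called genes (permutation p = 0.0308, 10000 draws), with the highest share on 2R (41 of 277 called genes) and 11 of 194 on X. They formed 13 adjacent pairs, against a median of 2 in random sets of tested genes (permutation p = 1e-04, the smallest the draws can give). Neighbouring genes changing together may reflect clustered gene families as well as linked stock differences, and genotypes were not analysed here. An effect of the knockdown on these genes cannot be told apart from a difference between stocks or in developmental stage. Exon length was not related to the log2 fold change across genes (Spearman rho -0.0369 over 11684 genes, which are not independent replicates).

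Reads aligned to more than 1 place, which no gene received, numbered 3274513 ± 1419408 on the scaled count scale in the controls and 1406172 ± 182185 in the knockdown (SD, n = 3 per group; two-sided exact permutation p = 0.1, the smallest possible). Control replicate 2 had 4905156, against 2602269 and 2316114 in control replicates 1 and 3, so part of the difference of 1868340 rests on that library. The difference exceeds the 326075 by which Act87E rose. That comparison says nothing by itself about actin, because what these reads are was not determined. Whether reads shared between actin genes bear on the Act87E rise was left open.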
